A study of Saccharomyces cerevisiae YPS1009 with 8 samples. Its data were reported in "Chromosome duplication causes premature aging via defects in ribosome quality control" (2025).

How the data were processed

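Ribosome-protected fragments were sequenced from the haploid wild yeast strain YPS1009, as a euploid and as a strain with an additional copy of chromosome XII (Chr12), in log phase and on day 4 of culture. Each of the 4 groups had 2 replicates, which gave 8 libraries. Groups and replicate numbers were taken from the sample labels. Cultures were started at an OD600 of 0.05 at 30 °C, and log phase cells had grown for 3 generations.

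The deposited files hold raw counts: the authors trimmed the reads, removed reads with a poor first base and reads from noncoding RNA, aligned the rest to the YPS1009 genome with bowtie2, and scored the 5′ end of each read at each nucleotide of each gene, from 72 nt before the ATG to 60 nt after the stop codon. No removal of duplicate reads is described in the methods. Repeated copies of a molecule therefore count as separate reads, and every interval given here covers counting error only. Replicates were not pooled. A second table exists for each of the 4 replicate 1 libraries. How it was made is not stated, and it holds fewer reads: 1382140 for euploid log phase, 125151 for euploid day 4, 1313336 for Chr12 log phase and 216752 for Chr12 day 4. The tables named for the YPS1009 genome were used throughout, and the second tables served as an alternative.

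The tables listed 6537 genes, of which 5800 were kept. Of the others, 664 had a coding length that was not whole codons or was too short, 69 had an uncovered stretch of at least 100 nt where at least 100 reads were expected, and 4 had no systematic name. Kept genes held from 73.6% to 76.9% of the reads in log phase libraries and from 90.3% to 94.5% in day 4 libraries. Names were taken from the R64 gene table, which matched 5295 kept genes. No coordinates from that assembly were used. The chromosome was read from the systematic name, and 489 kept genes lie on chromosome XII. The P site was placed 12 nt into the read. The gene body left out 20 codons at each end of the coding sequence.

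Footprint quality was described by the share of gene-body reads in each frame, the share of reads in the 60 nt before the start codon, the share over the first 20 codons, and polarity, the read-weighted position along the gene body from -1 at its start to 1 at its end (median over genes with at least 50 reads). The single-read share was measured in genes of at least 900 nt with 0.01 to 0.03 reads per nucleotide, with 95% Wilson intervals.

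Gene-body counts were tested with edgeR 4.0.16 (quasi-likelihood, TMM scaling) under R 4.3.3. A model of the 4 group means was fitted to all 8 libraries, with no replicate block, and p-values were adjusted by the Benjamini-Hochberg method at an FDR of 0.05. After edgeR's expression filter 5056 genes were tested. The chromosome XII genes were tested as a set with camera, at its preset correlation, and with fry, both from limma 3.58.1, and the p-values were adjusted over the 5 comparisons. Tested on simulated counts with the spread of these libraries, edgeR called 7.5% of 200 genes changed by 2 on the log2 scale and 97.0% of 200 genes changed by 4, so changes of the smaller size would mostly be missed.

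Codon counts were increased by 1 and divided by the mean per codon of the gene body, in genes with at least 50 gene-body reads in each library compared. Profiles were compared by the uncentered Pearson correlation per transcript. Sites were codons that differed by a two-sided Fisher's exact test of the reads at the codon and in the gene body, adjusted within each pair of libraries at an FDR of 0.05. This test compares 2 libraries and not the conditions. The same test was run between the replicates of each group as a background. The Fisher routine was tested on simulated data, where it called 76.5% of 200 codons raised 8-fold. Site positions were compared by a permutation test of the rank sum with 100000 resamples. Sites called in both replicates were set against 200 shuffles. Codon counts were also tested across replicates in edgeR, which called 0 of 200 simulated codons raised 8-fold at the spread of these libraries and 186 when that variance was divided by 10.

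Genes to be named were set by rule: a list of 8 (RQC1, RQC2, RKR1, which is also called LTN1, HEL2, UBI4, UBP6, HSP104 and HIS3), and in each strain comparison up to 3 genes in each direction with the most extreme log2 fold change among those past the FDR, above the median abundance and with 1 sign in both pairs. For sites, the rule took 3 codons in each direction at day 4 that were called in both replicates, with at least 20 reads in the higher library of each pair and the largest value of the smaller ratio. The groups, tests, naming rule and the alternatives listed next were fixed before the data were examined, except for the second tables in the tests of gene counts and site positions, the thinning used on site positions, and RLE size factors and the filter of 1 read for the chromosome XII set. Counts without each gene's highest codon, reads thinned to an estimated number of molecules and 1 read per position were also added after seeing the data.

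Alternatives were DESeq2 1.42.0, RLE size factors, scaling on genes outside chromosome XII, other filters on low counts, a replicate block, counts over the whole coding sequence, a P site at 13 nt, reads thinned to a common depth, minimums of 500 reads per gene or 10 reads per codon, an FDR of 0.01, a 2-fold minimum ratio, no pseudocount, a centered correlation, the second tables, and each library left out in turn. Residues at the sites were not analysed here, as no sequence of the YPS1009 build was used. Scripts ran under Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.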

Results

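Ribosome footprints were counted in euploid YPS1009 and in the Chr12 aneuploid, in log phase and at day 4, to ask whether ribosome occupancy differs between the strains as cultures leave exponential growth. Total read counts in log phase were 2118784 and 1455211 for the euploid (replicates 1 and 2) and 2354539 and 1981814 for Chr12. At day 4 they were 211302 and 6215498 for the euploid and 396306 and 2224955 for Chr12, so replicate 1 was much shallower than replicate 2 in both strains. Genes with at least 50 gene-body reads numbered 2556 and 2116 in euploid log phase, 2721 and 2290 in Chr12 log phase, 521 and 4274 in euploid day 4, and 1083 and 3584 in Chr12 day 4. The first principal component of the gene counts held 63.1% of the variance and separated the 4 log phase libraries from the 4 day 4 libraries. The Spearman correlation across genes, which are not independent replicates, was 0.955 between the strains within each log phase replicate number and 0.916 between the log phase replicates of each strain. At day 4 it was 0.711 and 0.882 between the strains (replicates 1 and 2), and 0.632 and 0.820 between the replicates of the euploid and of Chr12.

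Reads fell in the expected frame for 64.7% ± 4.57 (SD, n = 2) of gene-body reads in euploid log phase, 68.2% ± 3.56 (SD, n = 2) in Chr12 log phase, 60.4% ± 2.04 (SD, n = 2) in euploid day 4 and 60.7% ± 9.53 (SD, n = 2) in Chr12 day 4. Reads before the start codon made up 0.899% ± 0.127 (SD, n = 2), 0.773% ± 0.0271 (SD, n = 2), 1.57% ± 1.78 (SD, n = 2) and 0.998% ± 0.795 (SD, n = 2) in the same order. The first 20 codons held 7.16% ± 1.70 (SD, n = 2), 6.60% ± 1.59 (SD, n = 2), 6.45% ± 2.05 (SD, n = 2) and 6.19% ± 2.35 (SD, n = 2) of coding reads. Polarity was -0.000809 ± 0.00257 (SD, n = 2), 0.00423 ± 0.00904 (SD, n = 2), 0.0507 ± 0.0732 (SD, n = 2) and 0.0227 ± 0.0339 (SD, n = 2). With 2 libraries per group no test of these shares was made. Reads at the start codon were highest 12 nt upstream of the ATG in 6 libraries and 11 nt upstream in euploid log phase replicate 2 and Chr12 day 4 replicate 2. Reads 15 nt upstream made up between 28.95% and 35.5% of those 12 and 15 nt upstream in 6 libraries and 3.07% and 3.95% in the day 4 replicate 2 libraries. In log phase replicate 2 this second peak was highest 14 nt upstream.

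In genes of low density, positions with a single read made up 85.9% (95% Wilson interval 85.6 to 86.3) and 70.7% (70.2 to 71.3) of occupied positions in euploid log phase, replicates 1 and 2, and 85.8% (85.5 to 86.2) and 70.6% (70.03 to 71.1) in Chr12 log phase. At day 4 the share was 81.8% (81.1 to 82.4) and 36.2% (34.5 to 37.9) in the euploid, and 85.6% (85.2 to 85.9) and 38.02% (37.2 to 38.9) in Chr12. The difference between the day 4 replicates lay outside these intervals.

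**Figure D1:**
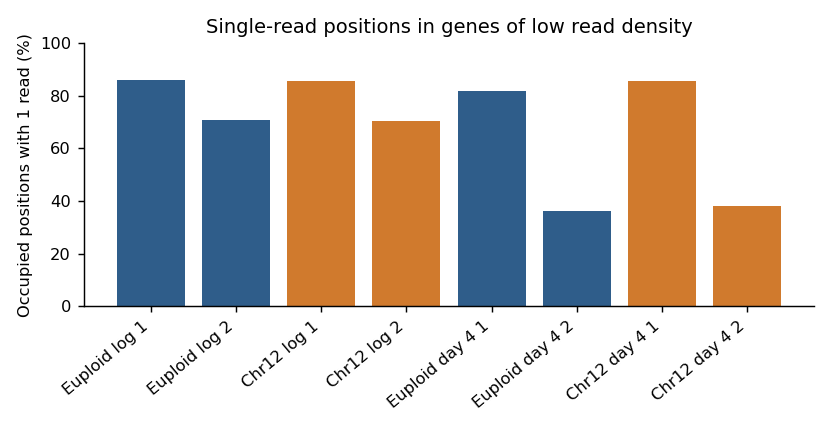
Share of occupied nucleotide positions that held 1 read (percent) in genes of low read density, for each library. Both day 4 replicate 2 libraries lie near 36.2% and 38.02%, below the other 6 libraries.

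Genes on chromosome XII were compared with all other genes to read the additional chromosome from the footprints. In log phase the median log2 fold change (Chr12 against euploid) of 428 chromosome XII genes exceeded that of 4628 other genes by 0.74, a fold of 1.67, with 89.02% of the chromosome XII genes higher (limma's camera, adjusted p = 7.19e-49 over the 5 set tests made). At day 4 the difference was 0.89, a fold of 1.85, with 80.8% higher (limma's camera, adjusted p = 2.49e-18). Both calls held under limma's fry (adjusted p = 0.00175 and adjusted p = 0.00530). The fold was above 1 in each pair of libraries, at 1.66 and 1.65 in log phase and 1.61 and 1.92 at day 4. The log phase value moved most with the second table of replicate 1, to 0.83, and the day 4 value moved most when Chr12 day 4 replicate 2 was left out, to 0.76. The difference between the phases, 0.14, did not pass the test (limma's camera, adjusted p = 0.573).

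**Figure D2:**
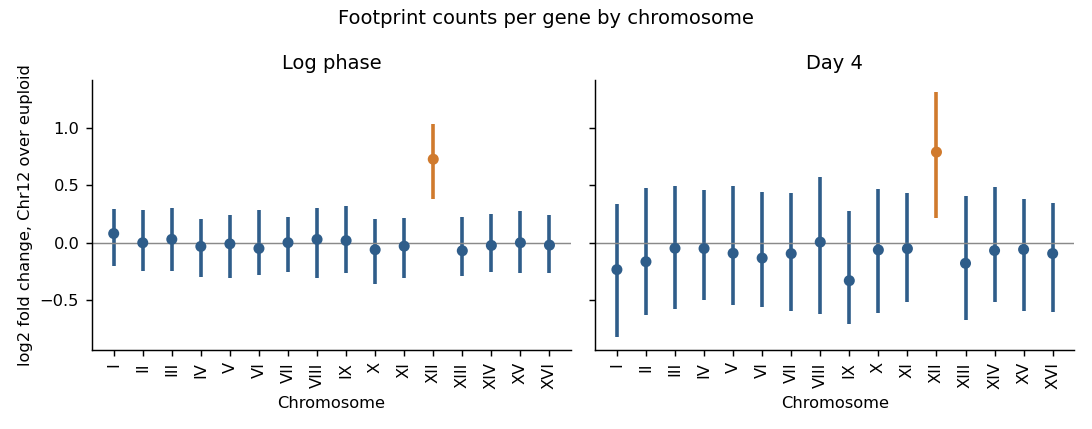
Median log2 fold change of footprint counts, Chr12 against euploid, for the genes of each chromosome in log phase and at day 4, with the spread from the lower to the upper quartile of genes. Chromosome XII has medians of 0.73 in log phase and 0.79 at day 4.

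Single genes were then tested between the strains. In log phase 0 of 5056 genes passed an FDR of 0.05 in edgeR, with 102 genes at an unadjusted p under 0.05. At day 4 edgeR called 5 genes, all higher in Chr12 (442 unadjusted), and none of the 5 lies on chromosome XII. The log2 fold changes correlated weakly between the replicate pairs across genes, with Pearson values of 0.296 in log phase and 0.243 at day 4. The count at day 4 was most sensitive to the test: DESeq2 called 77 genes (49 higher and 28 lower in Chr12, 13 on chromosome XII), and counts over the whole coding sequence left 0 calls (486 unadjusted). Of 2 settings added after seeing the data, the second tables gave 44 calls (37 higher and 7 lower, 5 on chromosome XII) and counts without each gene's highest codon gave 22 (15 higher and 7 lower, 1 on chromosome XII). The change from log phase to day 4 differed between the strains for 0 genes (226 unadjusted).

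The rule named 3 of the day 4 genes. FIT3 (YOR383C, chromosome XV) rose by 5.89 on the log2 scale (SE 0.691, edgeR FDR 0.0462), from 2 and 35 reads in the euploid to 190 and 915 in Chr12. HXT6 (YDR343C, chromosome IV) was higher by 4.47 (SE 0.520, edgeR FDR 0.0462). YDR342C_1 (chromosome IV) was higher by 4.09 (SE 0.514, edgeR FDR 0.0462). Hexose transporter genes share near-identical sequence, and reads that fit several of them leave the values of HXT6 and YDR342C_1 uncertain. The other 2 calls were chosen for mention after their values were seen. SUC2 (YIL162W, chromosome IX) differed by 3.99 (SE 0.520, edgeR FDR 0.0488), with 6 and 151 reads in the euploid and 157 and 1156 in Chr12. HXT9 (YJL219W, chromosome X) differed by 6.73 (SE 0.821, edgeR FDR 0.0462), from 1 and 8 reads to 98 and 382, and belongs to the same uncertain family.

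The 8 genes listed beforehand, which act in ribosome-associated quality control, ubiquitin supply and protein disaggregation or mark the strain background, gave 0 calls over all genes in either phase and 0 calls adjusted over the list alone (0 at an unadjusted p under 0.05). The smallest value adjusted over the list alone was 0.865 in log phase, 0.439 at day 4 and 0.725 for the difference between phases (edgeR). In log phase HSP104 differed by 0.86 (SE 0.703), and at day 4 UBI4 differed by -1.06 (SE 0.536), RKR1 by -0.72, HSP104 by 0.85 and RQC1 by 0.71. HSP104 (YLL026W) and UBI4 (YLL039C) lie on chromosome XII, whose genes exceeded the others by a median of 0.74 in log phase and 0.89 at day 4. The values of HSP104 lie near these medians, and the day 4 value of UBI4 lies below its median. UBI4 holds repeated ubiquitin units, so the placement of its reads is uncertain. When single libraries were left out, the sign of the log2 fold change varied for 5 of the 8 genes in log phase and for 4 at day 4, with values from -0.43 to 1.11 and from -1.33 to 2.55.

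Entry into day 4 changed many more genes than the strain did. In the euploid 1374 genes differed from log phase, 797 higher and 577 lower, and in Chr12 1198 genes differed, 719 higher and 479 lower (edgeR, FDR 0.05). The log2 fold changes of the replicates correlated across genes at 0.644 in the euploid and 0.810 in Chr12. The median log2 fold change of all genes was 0.28 and 0.21 with TMM scaling and 0.15 and 0.04 with RLE size factors, a shift of 0.13 and 0.17, so directions hold relative to that shift. All values are relative to the library total, with no spike-in. A rise or fall in footprints per cell therefore cannot be seen, and higher or lower means within the library. The paper's RNA sequencing, scaled to added cells of another yeast, reported broad repression of transcripts in euploid cultures. A filter of 50 reads in every library moved these counts most, to 92 of 244 and 88 of 244 genes. The second tables, a setting added after seeing the data, gave 1922 genes in the euploid (988 higher and 934 lower). In Chr12 they gave 1767 (963 higher and 804 lower), so the directions were more even there.

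Occupancy along transcripts was compared between the strains by replicate. The median correlation was 0.906 over 2422 transcripts and 0.899 over 1993 transcripts in log phase, and 0.799 over 422 and 0.641 over 3498 transcripts at day 4. Centering moved the first 3 medians most, to 0.745, 0.799 and 0.478, and gave 0.371 in day 4 replicate 2, where 1 read per position, a setting added after seeing the data, moved the median slightly further, to 0.915. For the 244 transcripts with 50 reads in all libraries, thinned to 1 depth, the medians were 0.915 and 0.923 in log phase and 0.841 and 0.877 at day 4. The pseudocount raises the correlation where reads are few, so values after thinning or with 1 read per position are not evidence that profiles agree. Libraries of 1 strain with different replicate numbers gave lower medians than libraries of different strains with the same number. In log phase, over 1896 transcripts, the same strain gave 0.727 and 0.714 and different strains with different numbers gave 0.714 and 0.722. At day 4, over 402 transcripts, these were 0.441 and 0.515 against 0.510 and 0.434. The strain difference was therefore not larger than the difference between replicates.

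**Figure D3:**
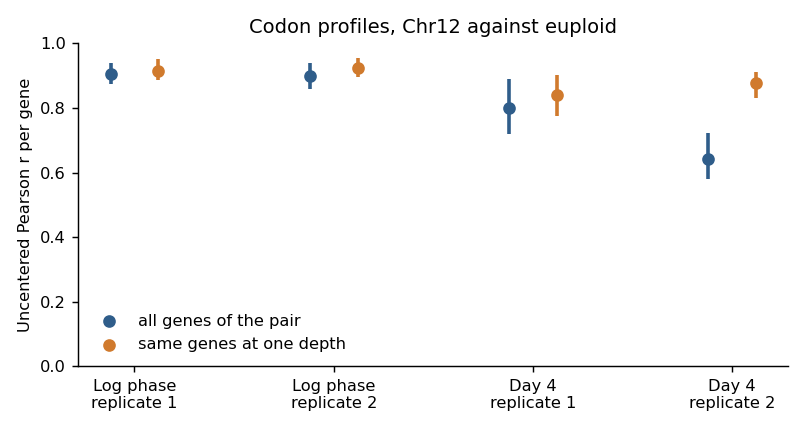
Uncentered Pearson correlation of codon profiles per transcript, Chr12 against euploid, for each replicate in log phase and at day 4. Points are medians and lines span the quartiles, for all genes of the pair (0.906, 0.899, 0.799 and 0.641) and for the 244 genes of all libraries at 1 depth (0.915, 0.923, 0.841 and 0.877).

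Codons with different occupancy were called in each pair of libraries by Fisher's exact test. Log phase gave 171 sites in replicate 1 (90 higher in Chr12, 81 in the euploid, 0.0457% of 374454 codons) and 275 in replicate 2 (123 and 152, 0.131% of 210329 codons). Day 4 gave 316 sites in replicate 1 (95 higher in Chr12 in 54 transcripts, 221 in the euploid in 137 transcripts, 0.580% of 54510 codons). Day 4 replicate 2 gave 40603 sites (31388 higher in Chr12 in 3258 transcripts, 9215 in the euploid in 2000 transcripts, 9.01% of 450733 codons). In that pair 1884 of 3374 transcripts with sites had sites in both directions, and in day 4 replicate 1 39 of 152 did. Thinning each gene to its lowest count in any library moved the replicate 2 count most among the alternatives fixed beforehand, to 5 sites in the 244 genes it kept. Between replicates of 1 group the same test called 8800 sites in euploid log phase (3.10% of codons), 11413 in Chr12 log phase (3.54%), 4146 in euploid day 4 (3.64%) and 8185 in Chr12 day 4 (4.65%). With all reads these shares exceeded those between strains in 3 of the 4 pairs, and only day 4 replicate 2 lay above them. In the 244 thinned genes the day 4 replicate pairs gave 283 and 191 sites, above the 5 of that strain pair.

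**Figure D4:**
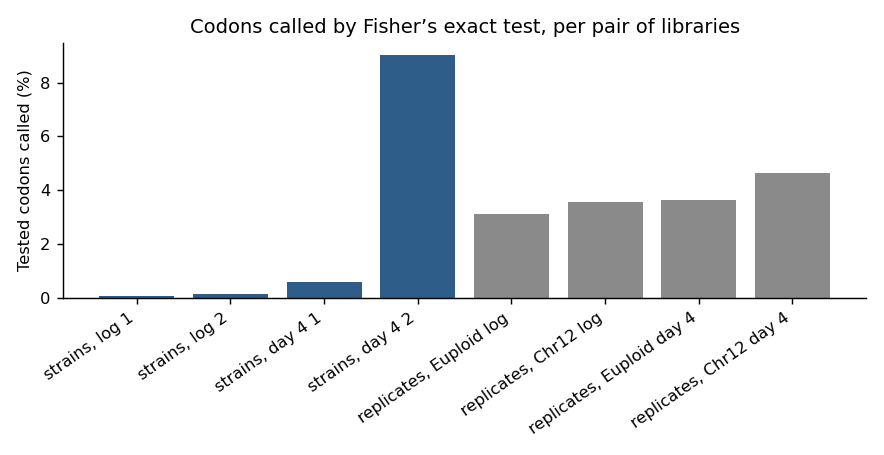
Percent of tested codons called by Fisher's exact test in each pair of libraries, between strains and between replicates of 1 group. The day 4 replicate 2 pair stands at 9.01%, and the replicate pairs lie from 3.10% to 4.65%.

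Chromosome XII held 14.8% and 25.9% of transcripts with sites in log phase, against 8.92% and 9.13% of those tested. At day 4 it held 12.5% and 9.69%, against 10.9% and 9.78%. In log phase 19 sites were called in both replicates in the same direction, and 200 shuffles gave a mean of 1.79 and a maximum of 6, with 5 sites in opposite directions. At day 4 60 sites were called in both (20 higher in Chr12, 40 in the euploid), against a shuffled mean of 36.2 and a maximum of 51, with 22 in opposite directions. With the replicates as the error in edgeR, 0 codons passed in log phase (591 unadjusted) and 0 at day 4 (2059 unadjusted), a test that also missed simulated 8-fold changes at this spread.

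The rule named 6 of the day 4 sites. Higher in Chr12 were codon 111 of BDH2 (YAL061W), with occupancy ratios of 15.5 and 6.31 in replicates 1 and 2, codon 77 of ADH1 (YOL086C), with ratios of 4.83 and 4.36, and codon 31 of GRE1 (YPL223C), with ratios of 12.3 and 3.86. Higher in the euploid were codon 49 of GRE1 (3.44 and 9.54), codon 250 of ADY2 (YCR010C, 3.22 and 3.32) and codon 359 of UBI4 (YLL039C, 10.3 and 2.95). With the second table of replicate 1 the ratio for BDH2 codon 111 was 0.892, on the other side of 1. ADH1 and UBI4 share reads with similar sequences and are uncertain.

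Site positions were compared in codons from the start. The median of sites higher in Chr12 minus that of sites higher in the euploid was -20 codons in log phase replicate 1 (permutation p = 0.155) and -32 in replicate 2 (permutation p = 0.245). At day 4 it was -68 codons in replicate 1 (156 against 224, permutation p = 0.0152) and 1 codon in replicate 2 (240 against 239, permutation p = 0.556). As a share of gene length the day 4 difference was -0.0596 in replicate 1 (permutation p = 0.542) and -0.0902 in replicate 2 (permutation p = 1e-05, the smallest the resamples can give). In log phase the share had the same sign, at -0.114 in replicate 1 (permutation p = 0.0558) and -0.0539 in replicate 2 (permutation p = 0.0608). In codons, the replicate 2 difference passed with 1 site per gene (-31, permutation p = 1e-05), over the whole coding sequence (-2, permutation p = 0.00168) and at FDR 0.01 (-12, permutation p = 0.0132).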

Values the study reported

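The study reported 1,600 sites in 568 transcripts where occupancy was greater in euploid cells in quiescence, and 1,203 sites in 305 transcripts where it was greater in the aneuploid. Transcripts from chromosome XII made up 10% of the affected RNAs. The study also gave a median 1.7-fold higher read count for transcripts of the duplicated chromosome, in both phases.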

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

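Both tests of explanations in this part were chosen only after the results were seen. The edgeR test of the UBI4 change was among the tests fixed beforehand. The 19 checks made included some under another rule, for reads outside the coding sequence. The others looked for a strain difference of 1 sign in both log phase pairs and of the opposite sign in both day 4 pairs. With 2 pairs in each phase this pattern can arise by chance, and the number to be had by chance was not computed. Of the measures and genes checked for the pattern, 2 showed it. The first was polarity. Chr12 minus euploid was 0.000461 and 0.00961 in log phase and -0.000269 and -0.0558 at day 4, so the mean difference changed by -0.0331 between the phases. The difference between phases was not tested, and the values of replicate 1 lie close to 0. In the 10 genes with 500 reads in every library the pattern was not seen in replicate 1. Polarity there was -0.0384 in the euploid and -0.0434 in Chr12 in log phase, and -0.0456 and -0.0255 at day 4. Replicate 2 kept its signs in these 10 genes. In the second tables of replicate 1 polarity in log phase was 0.000135 in the euploid and -0.00254 in Chr12. The day 4 difference there was 0.0162. Both differences had the opposite sign to the tables used, but over other genes. On the genes with at least 50 reads in both libraries of both tables the day 4 difference was 0.00341 in the second tables and -0.00372 in the tables used. The gap of 0.00713 lay within its spread over resampled genes (95% interval -0.0223 to 0.0276). An effect of the authors' processing and a chance change of sign cannot be told apart in that pair, because both values lie near 0. No second table of replicate 2 was used here, so the larger value of that pair stays open. A strain difference in where ribosomes sit along genes remains open too and was not tested.

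The second was UBI4 (YLL039C), whose log2 difference between the strains was 0.44 and 0.09 in the log phase pairs and -1.80 and -0.14 in the day 4 pairs, a change of -1.23 in the mean. The edgeR test of the change itself gave -1.31 (SE 0.757, FDR 0.999), so the change was not larger than the spread between replicates. Without the codon that held most of its reads the change was -1.38, but as this too is less than 2 SE from 0, the values do not decide on a single codon as the cause, and several codons were not tested. UBI4 is made of repeated ubiquitin units, so reads shared within the gene and with other ubiquitin genes leave its count uncertain. UBI4 lies on chromosome XII, and a response of the aneuploid at day 4 stays open as an untested explanation.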

How the results depend on the processing

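Counts without each gene's highest codon, reads thinned to estimated molecules, 1 read per position, the second tables for gene counts, thinned or second-table site positions, and RLE size factors and the 1-read filter for the chromosome XII set were chosen after seeing the data. Unless a sentence gives a cause, the cause was not tested.

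The chromosome XII difference kept its direction and passed its test under each alternative, from 0.67 to 0.83 in log phase and from 0.82 to 0.95 at day 4, and across the 4 fits per phase that each left out one library it ran from 0.75 to 0.78 and from 0.76 to 0.94. With the replicate block it was 0.74 and 0.89. The labels do not say what a replicate number marks. Deviations from the group means correlated at 0.64 between the log phase groups and 0.54 between the day 4 groups, and from 0.13 to 0.31 otherwise, so libraries of 1 number deviated together, and with 2 numbers a shared batch or day is not established. The block was 1 term shared by both phases, and a separate term for each phase was not fitted. Such a block leaves in place the part of the replicate difference that is particular to a phase. Under the block the gene counts were 0 in log phase, 3 at day 4, 1670 and 1468 for the change to day 4, and 0 for its difference between strains. For counts of genes no library was left out, since a group would have 1 library.

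Against 5 genes at day 4, RLE size factors gave 3, a minimum of 50 reads in every library 1, the whole coding sequence 0 (486 unadjusted), no highest codon 22, the second tables gave 44 and DESeq2 77. The 50-read minimum tested 244 genes, and gave 92 and 88 genes for the change to day 4 and 1 for its difference between strains. For that difference the fit without the highest codon gave 3 and DESeq2 31.

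For genes of the fixed list, leave-one-out values ran from -0.43 to 1.11 in log phase and from -1.33 to 2.55 at day 4. Several values changed sign, and the cause was not tested. In log phase the second tables gave 0.090 for HEL2 and 0.19 for UBP6, and scaling outside chromosome XII 0.021 for UBP6. At day 4 the second tables gave -0.57 for RQC2, -0.65 for HEL2 and 0.65 for HIS3, the block -0.024 for HEL2 and 0.011 for HIS3, no highest codon -0.22 for HEL2 and 0.49 for HIS3, the whole coding sequence 0.58 for HIS3, and scaling outside chromosome XII 0.031 for HIS3. For the difference between phases HEL2 gave -0.06 without its highest codon and -0.74 in the second tables, HSP104 0.23 with the block, and HIS3 0.13 over the whole coding sequence and 0.15 in the second tables. The BDH2 site gave a ratio of 0.892 in the second table. Of the other named genes and sites, 7 values were weaker.

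Profile medians for log phase replicate 1, log phase replicate 2 and day 4 replicate 2 were 0.915, 0.923 and 0.877 when thinned, 0.958, 0.957 and 0.761 with 500 reads, and 0.918, 0.934 and 0.915 with 1 read per position. Without the pseudocount the 4 medians were 0.772, 0.811, 0.527 and 0.430, and centered 0.745, 0.799, 0.478 and 0.371. The second table gave 0.915 in log phase replicate 1. Same strain minus other strain was -0.00769 in log phase and 0.0484 at day 4 with 500 reads, against 0.00258 and 0.00632. Without the pseudocount the same strain gave 0.435 and 0.454 in log phase and different strains 0.454 and 0.439. Centered, these were 0.385 and 0.404 against 0.408 and 0.392. The log phase sign was thus reversed there too, and it held with thinning and over the whole coding sequence.

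Site counts, in the order log phase replicates 1 and 2 and day 4 replicates 1 and 2, were 0, 1, 70 and 5 when thinned to the lowest count, 375, 717, 572 and 26217 with 10 reads per codon, 99, 115, 146 and 2364 thinned to estimated molecules, and 0 each with 1 read per position, a setting that loses power in all pairs. The 2-fold minimum gave 76 and 110 in log phase, the second tables gave 94 and 173 in replicate 1, 500 reads per gene 172 and 22176 at day 4, and FDR 0.01 171 in log phase replicate 2 and 18757 in day 4 replicate 2. Between replicates the thinned counts were 187 and 194 in log phase and 283 and 191 at day 4, and FDR 0.01 gave 2758 and 5393 at day 4. Sites in both replicates numbered 0 and 1 thinned, 11 and 33 at FDR 0.01, 10 and 11 as molecules, 0 and 0 with 1 read per position, and 123 at day 4 with 10 reads per codon. In edgeR they were 0 and 0 (591 and 2059 unadjusted), and with the replicate block 0 and 0 (922 and 2254 unadjusted).

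Site position in day 4 replicate 1 was -0.0596 as a share of length and -57 codons when thinned, neither past the test. It passed at -87 with 1 site per gene (permutation p = 0.0421), -109.5 over the whole coding sequence (permutation p = 0.0001), -112 at FDR 0.01 (permutation p = 0.00425) and -79 in the second table (permutation p = 0.00365). In day 4 replicate 2 it was -0.0902 as a share (permutation p = 1e-05), -31 with 1 site per gene (permutation p = 1e-05), -2 over the whole coding sequence (permutation p = 0.00168) and -12 at FDR 0.01 (permutation p = 0.0132). Thinned reads in log phase and in day 4 replicate 2 left too few sites for a value, and second tables exist here for replicate 1 only.

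In the 10 genes with 500 reads in every library, the frame share was 71.6 in euploid log phase, 74.1 in Chr12 log phase and 70.9 in euploid day 4, reads before the start codon 0.0568 and 0.0464 in log phase, the first 20 codons 9.33, 8.38 and 9.03 in euploid log phase, Chr12 log phase and Chr12 day 4, and polarity -0.0630, -0.0642 and -0.0295 in the same groups. The second tables gave 64.7 for the frame in euploid day 4 and 0.538 and 0.495 for reads before the start codon in log phase. Residues at sites were not run. Shallow libraries limit the day 4 replicate 1 pair to 422 transcripts.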

Other observations

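The tests of single-read positions in replicate 1, of the log phase 3-nt shift, of the start-codon peak, of the codons with most reads of a gene, of the profile gap, of site position, of HIS3 and of the day 4 genes were chosen only after the results were seen. The simulation of copies and the comparison with replicate 1 were added once the thinned counts were known.

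The day 4 replicate 2 libraries had few positions with a single read in genes of low density. If ribosomes were held at few codons at day 4, the replicate 1 libraries of the same day would show it, but their lower share of single-read positions was 81.8%. If the stacked reads were ribosomes held at codons particular to a strain, positions with 3 to 6 reads would recur in replicate 1 of the same group more often than positions with 1 read. The ratio of these shares was 0.983 in Chr12 and 0.416 in the euploid, against 2.23 and 2.44 in log phase. Repeated copies of the same molecules may explain the pattern: positions with 3 to 6 reads were occupied in the partner library 1.12 times as often as positions with 1 read, at most, against 2.92 or more in log phase. Whether the copies arose in amplification was not tested.

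The same pair gave 40603 sites. Thinned to the gene-body totals of the log phase replicate 1 pair it still gave 4905 sites, against 171 in that pair, so the total depth of the pair alone does not account for the count. In the 244 genes thinned to their lowest count in any library the excess was not seen: this pair gave 5 sites, against 0 and 1 in log phase and 70 in day 4 replicate 1. Thinning each library by its mean reads per occupied position left 2364 sites, a fall of 17.2 times. The same factors lowered the log phase replicate 1 pair by 6.11 times, to 28. Copies counted as independent reads are therefore a candidate explanation for much of the count. Random thinning leaves repeats of a molecule in place, so the 2364 sites do not show what remains without copies. Simulated pairs with 1 profile for both strains and copies as seen in genes of low density gave 32507 sites (80.1% of those seen), or 39625 (97.6%) with an even profile, and 0 without copies. The simulation also gave 1305, 2957 and 756 sites for pairs in which 171, 275 and 316 were seen. It gave more sites than were seen in those pairs, for a cause that was not tested. Copies and a strain difference therefore cannot be told apart by it. Of the sites higher in Chr12 in that pair, 62.8% had no euploid read.

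The replicate 1 day 4 pair gave 95 sites higher in Chr12 in 54 transcripts and 221 higher in the euploid in 137 transcripts. These counts are lower than the values quoted from the study above. The replicate 2 pair gave 31388 sites in 3258 transcripts and 9215 sites in 2000 transcripts. These counts are higher than the values quoted from the study above. The paper tested its replicates one by one and does not state whether its totals come from 1 pair or from both. Whether these counts and the paper's are like for like is therefore not known.

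Replicates of 1 strain differed at more codons than the strains did in log phase. A shift of read starts by 3 nt in part of the reads is argued against there, since with reads summed over windows of 5 codons, which a shift by 1 codon hardly changes, at least 4.75% of windows still differed between replicates, against at most 0.253% between strains. At day 4, with all reads, replicates differed at more codons than the strain pair of replicate 1 only. In replicate 2 9.01% of codons differed between the strains. In the 244 genes thinned to their lowest count, the replicate 2 strain pair gave 5 sites. The day 4 replicate pairs gave 283 and 191 there. The second tables gave 3.24% between replicates at least, against 0.598% between the strains in replicate 1, which argues against the shift as the whole cause. What else separates the replicates was not tested, and a difference between culture or library batches stays open.

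In replicate 1 the peak 15 nt upstream of the ATG held at most 2.54% of start-codon reads in the second tables, against at least 28.95% in the tables used. Its presence may come from the authors' processing of the reads, since the samples were the same. In euploid day 4 replicate 1, 26.7% of genes with 50 reads had a codon with most of their reads. Across replicate 1, 153 of 449 such codons lie in genes with under 10 reads in the second tables and were not assessed. Of the other 296, 19.3% kept that share in the second tables (35.2% in euploid day 4), so the processing of the reads is a candidate explanation for many of them. No biological explanation was tested for either pattern.

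The median profile correlation was lower at day 4 than in log phase. On the same genes at 1 depth the smaller of the 2 gaps was 0.0456 and the other 0.0742, which is 17.7% and 69.2% of the gaps over all genes. With all reads of those 244 genes the medians were 0.918 and 0.918 in log phase and 0.785 and 0.737 at day 4. Gene choice therefore did not narrow the gap in replicate 1, where it narrowed only with thinning. In replicate 2 both steps narrowed it. Whether thinning acts through depth alone was not tested. A gap remained in both replicates, so depth and gene choice do not account for the whole. With 1 read per position the medians were 0.918 and 0.934 in log phase and 0.905 and 0.915 at day 4. The pseudocount raises this correlation as reads become fewer, so a narrower gap after removing reads does not show that profiles agree. Day 4 replicates of 1 strain rose too, from 0.441 and 0.515 over 402 transcripts to 0.720 and 0.789 over the 244 thinned ones. Neither setting was run centered or without the pseudocount. A difference in occupancy at day 4 stays open.

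Chromosome XII genes were higher along its length. The lowest of 12 stretches of consecutive genes was 0.53 on the log2 scale, which argues against a part of the chromosome only. A higher copy number of the chromosome is the explanation that the design names. The paper describes engineered strains in which a whole chromosome is duplicated. It checked aneuploidy by quantitative PCR and by growth under selection for marked chromosomes. Copy number in these libraries was not analysed here, so its link to the footprint counts remains a hypothesis here.

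Sites higher in Chr12 at day 4 lay nearer the start in codons in replicate 1 (permutation p = 0.0152) and as a share of gene length in replicate 2 (permutation p = 1e-05, the smallest the resamples can give), and in codons in replicate 2 under 3 of the alternatives. The share had the same sign in both log phase replicates, short of the test (permutation p = 0.0558 and permutation p = 0.0608). Gene length and site position cannot be told apart from these values, since the share in day 4 replicate 1 gave a permutation p of 0.542. In replicate 2 all gene-body reads of Chr12 lay nearer the start by a median of -0.0229 of the gene, against 0.00289 in replicate 1. A slope of reads along genes, which is a property of the library, cannot be told apart from a property of the sites in that pair, because the replicates disagree.

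HIS3 had reads in all 10 equal parts of its coding sequence in the Chr12 libraries summed, which argues against reads of another sequence at 1 part of the gene. The strain list of the study gives a his3 deletion for a Chr12 strain. Whether these libraries came from that strain is not known here. The paper followed marked chromosomes by growth on medium without histidine, and its methods do not name the gene used for that marker. Reads in all 10 parts cannot tell a marker copy from the native gene.

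For the 3 genes named by rule as higher in Chr12 at day 4, the lowest value without the highest codon was 3.97 on the log2 scale, for YDR342C_1, which argues against 1 codon as the cause in these 3. SUC2 and HXT9 were not part of that test. In the fit without each gene's highest codon, though, all 5 genes called at day 4 were called again, among 22. This argues against 1 codon as the whole cause for SUC2 and HXT9 as well. Reads shared between hexose transporter genes stay open for HXT6 and YDR342C_1, and a response to the extra chromosome was not tested.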
